A study of Mus musculus with 15 samples.

How the data were processed

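RNA was sequenced from 5 cell types sorted out of the livers of male C57Bl/6J mice: hepatocytes, cholangiocytes (the epithelial cells of the bile ducts), liver sinusoidal endothelial cells, hepatic stellate cells and Kupffer cells (the resident macrophages of the liver). Per the labels, livers were digested with enzymes, the cells were separated by fluorescence-activated sorting, and the libraries were strand-specific total RNA libraries depleted of ribosomal RNA. The labels' molecule field names polyadenylated RNA instead; both statements stand in the labels, and the protocol was followed here. Each cell type has 3 libraries, 15 in all, grouped by the cell type given in the labels and numbered by the replicate number in the title. Those numbers are 1, 2 and 3 in hepatocytes, 1, 3 and 4 in cholangiocytes and Kupffer cells, and 2, 3 and 4 in endothelial and stellate cells. The labels do not say whether a number marks a mouse, and all titles carry the same date, so no batch could be taken from them.

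The deposited table holds raw read counts per Ensembl gene for each library, per the file headers; they are whole numbers, and 0 entries of the table lack a gene. It lists 33144 genes, all with a count in at least 1 library. The table also gives the authors' normalized values, length-scaled values, log2 fold changes and p-values, written with a decimal comma. The authors' size factors, taken as the ratio of counts to normalized values, equalled the median-of-ratios factors. The aligner, the counting tool, the genome build and the annotation release are not stated in the labels or headers. Of the gene identifiers, 99.95% are in GENCODE M21, which is on GRCm38, and 97.7% of those have identical coordinates there. Coordinates are printed as the table gives them. Whether the counting used the strand, and how it shared reads between near-identical genes, is not stated, so values of paralogs such as the alpha and beta globins are uncertain.

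Library totals ran from 15995204 counts (stellate replicate 4) to 64067645 (hepatocyte replicate 1). A floor of 3 counts corresponds to between 0.0436 and 0.190 CPM, counts scaled to the effective library size. It is the highest true mean that an observed count of 0 readily allows. Reads carry no molecular identifiers here, so floors cover counting error only. Replicates were compared before averaging: the chi-square statistic per degree of freedom between pairs of replicates was at least 27.9, so no pair of libraries differed as little as counting noise would make them, and all 15 were kept as separate samples.

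Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr (19316 of 33144), library sizes were scaled by the trimmed mean of M-values (TMM), and 1 quasi-likelihood model with the 5 cell types and no covariate was fitted to all 15 libraries with robust dispersion estimates (common biological coefficient of variation 26.1%). From it came the 10 contrasts between pairs of types and an F test over all 5 types. P-values were adjusted by Benjamini and Hochberg within each contrast, not across the 10 contrasts. A gene was called at an adjusted p-value under 0.05 with a log2 fold change of at least 1 in either direction. It was called enriched in a type when it was called higher there in all 4 contrasts with the other types. Standard errors were taken as the size of the log2 fold change divided by the square root of its F statistic. CPM values use TMM-scaled library sizes, and means are given ± SD over 3 libraries. Correlations and principal components used log2(CPM + 0.5), the components over the 2000 most variable genes.

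The named genes were taken, for each type, from the 5 enriched genes with the highest mean CPM there, and from lists fixed before the data were examined. Those lists are 49 nuclear receptors, 8 markers for each of the 5 cell types, markers of T, B and natural killer cells, neutrophils, monocytes, erythroid and mesothelial cells, clock genes, immediate early genes, sex-linked genes and RNAs without a poly(A) tail. The count of receptors detected in a type used at least 1 CPM in all 3 libraries. The level of a marker panel in another type is the mean over its markers of the percentage of their level in the type they mark.

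The code was tested on simulated counts with 200 genes changed by a log2 fold change of 2 in 1 cell type. The edgeR fit called 61% of the changed genes in the right direction, with 2 unchanged genes called and 0 calls in a contrast without changes. DESeq2 1.42.0 called 70.5%, with 21 unchanged genes called and 4 calls in the contrast without changes. Alternatives fixed before the data were examined were DESeq2 size factors or plain library totals in place of TMM, no count filter or at least 10 counts in every library, the DESeq2 test, a replicate block, leaving out each of the 15 libraries, fits on the 6 libraries of a pair, other fold change thresholds, protein-coding genes only, other CPM thresholds for detection and the median of the markers. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.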

Results

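The transcriptomes of 5 cell types of the mouse liver were compared: hepatocytes, cholangiocytes, sinusoidal endothelial cells, stellate cells and Kupffer cells, with 3 libraries each. Total counts per library lay between 44347911 and 64067645 in hepatocytes, 34476305 and 52520622 in cholangiocytes, 31680240 and 46051563 in endothelial cells, 15995204 and 34469735 in stellate cells, and 30369544 and 43010909 in Kupffer cells. The 10 most abundant genes took 20.1% to 23.9% of the counts in hepatocytes and at most 13.2% in any other library. Across the 19316 genes tested, correlations of log2(CPM + 0.5) between replicates ran from 0.966 to 0.994, and mean correlations between cell types from 0.707 (hepatocytes with Kupffer cells) to 0.855 (endothelial with Kupffer cells). These correlations are across genes, which are not independent replicates. The lowest value within a type was in stellate cells, whose replicate 4 had the fewest counts and 4.65% of them on ribosomal RNA genes.

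**Figure D1:**
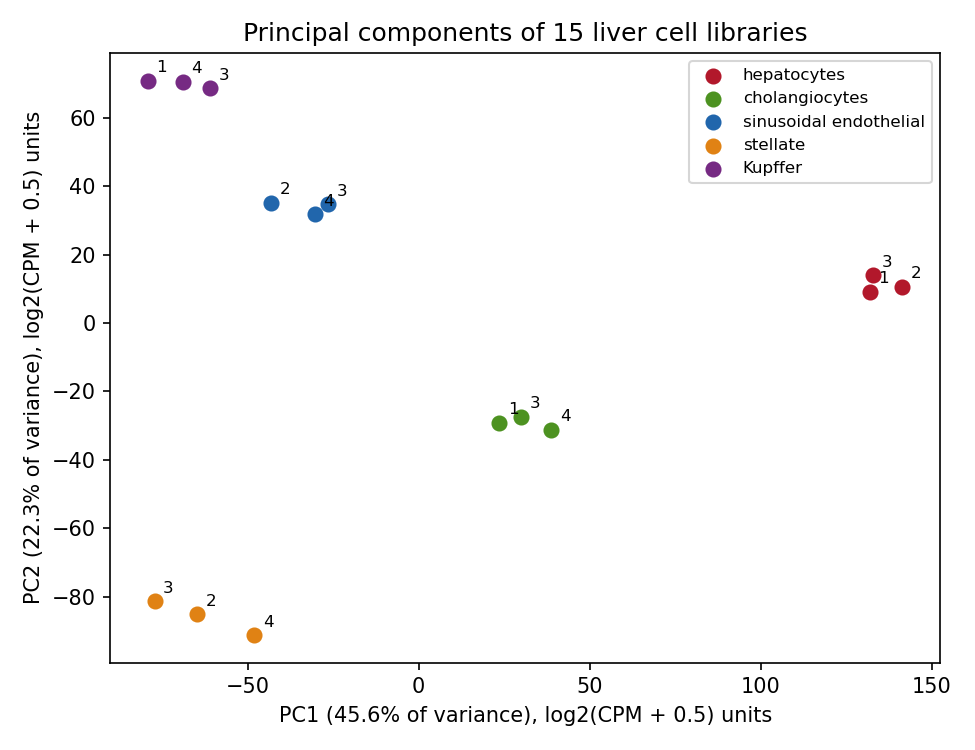
First and second principal components (45.6% and 22.3% of the variance) of log2(CPM + 0.5) over the 2000 most variable genes, with 1 point per library, coloured by cell type and marked with its replicate number. The 3 libraries of each type lie together, and hepatocytes stand apart on the first component.

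Marker panels fixed beforehand were used to ask how much of each cell type's transcripts appeared in the libraries of the others. Hepatocyte markers stood at 4.69% ± 1.09 (SD, n = 3) of their hepatocyte level in cholangiocytes, 2.46% ± 1.20 in stellate cells, 1.32% ± 0.524 in Kupffer cells and 1.28% ± 0.528 in endothelial cells. Endothelial markers reached 7.68% ± 1.99 in Kupffer cells and 6.57% ± 2.32 in cholangiocytes, and Kupffer markers reached 5.42% ± 1.98 in stellate cells and 3.30% ± 0.886 in cholangiocytes. Stellate markers were at most 1.80% ± 0.896 elsewhere, in endothelial cells, where Hgf alone stood at 12.2%. For the cholangiocyte panel the median of the markers is given, which was 0.234% in Kupffer cells. In percentage points, the panel level that moved most was that of hepatocytes in cholangiocytes, to 10.3% with library totals in place of TMM. Relative to its SD, the cholangiocyte panel in hepatocytes moved further, with the median in place of the mean.

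**Figure D2:**
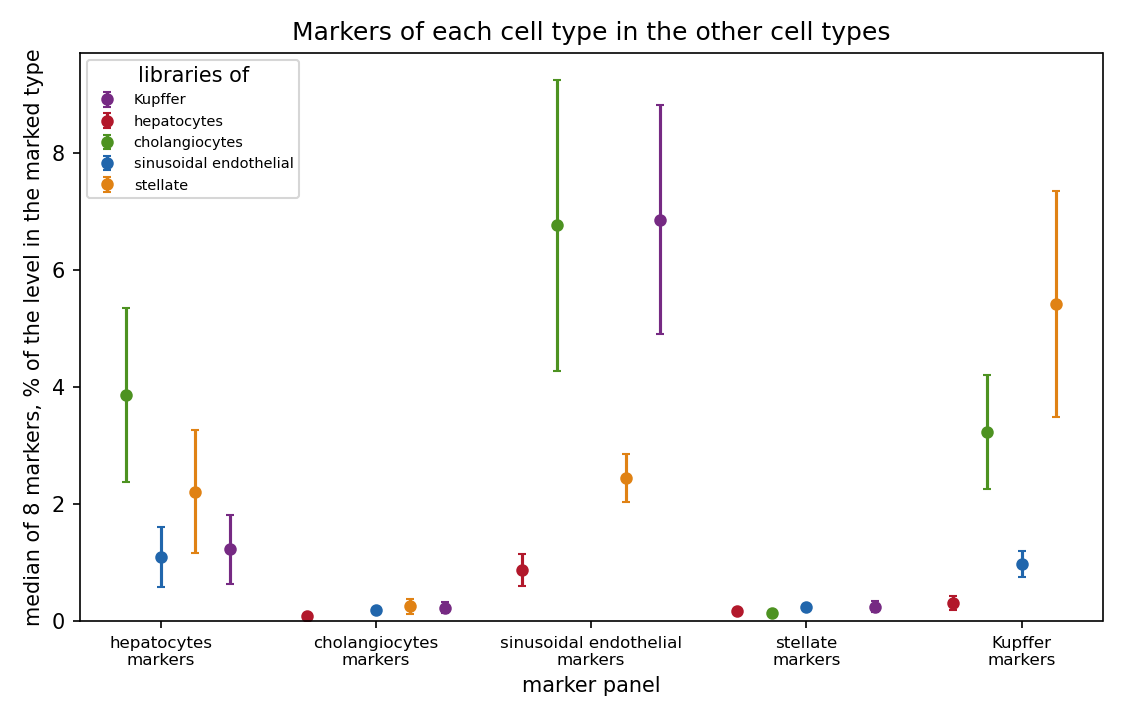
Median over 8 markers of the level of each panel (x axis) in the libraries of the other cell types, as a percentage of the level in the marked type (y axis), with points as means and bars as SD over 3 libraries. Endothelial markers in cholangiocytes and Kupffer cells and Kupffer markers in stellate cells were the highest.

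To find how far the cell types differ, each pair was compared, a family of 10 contrasts each adjusted on its own. Hepatocytes differed from cholangiocytes in 9559 genes (3975 higher and 5584 lower in hepatocytes), from endothelial cells in 10254 (4769 higher, 5485 lower), from stellate cells in 10306 (4157 higher, 6149 lower) and from Kupffer cells in 10334 (4733 higher, 5601 lower). Cholangiocytes differed from endothelial cells in 9231 genes (4879 higher and 4352 lower in cholangiocytes), from stellate cells in 6921 (3086 higher, 3835 lower) and from Kupffer cells in 9091 (4705 higher, 4386 lower). Endothelial cells differed from stellate cells in 5973 genes (2246 higher and 3727 lower in endothelial cells) and from Kupffer cells in 6599 (3412 higher, 3187 lower), and stellate cells from Kupffer cells in 7074 (3916 higher and 3158 lower in stellate cells). The alternative that lowered these counts most was a minimum of 10 counts in every library, which gave 4799 genes for hepatocytes against cholangiocytes. Plain library totals shifted every gene of the hepatocyte contrasts by a log2 value of -0.78 to -1.14, so the split between higher and lower genes in these contrasts depends on the scaling. The share higher in cholangiocytes against stellate cells also rose from 44.6% to 52.1% with protein-coding genes only. Against endothelial cells it fell from 52.9% to 46.9% without a filter, and against Kupffer cells from 51.8% to 49.3% with DESeq2 size factors. The larger side stayed the same for stellate cells against endothelial and Kupffer cells, single libraries left out aside. The authors' deposited table, at the same thresholds, holds 10179 genes for hepatocytes against cholangiocytes, of which 9420 were called here in the same direction and 0 in the opposite one. Over the 10 pairs, 0 genes called in both were opposite to the authors' deposited table.

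By the F test over all 5 types, 17819 genes (92.2% of those tested) differed. Genes enriched in a single type numbered 2120 in hepatocytes, 1258 in cholangiocytes, 906 in endothelial cells, 1073 in stellate cells and 1467 in Kupffer cells. With library totals in place of TMM, the hepatocyte count was 1146.

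Adjusted p-values below are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each against the type with the smallest difference. Ranges over alternatives also include the DESeq2 test. Every enriched gene named was higher in 3 of 3 libraries of its type than in any library of the others. In hepatocytes, the most abundant enriched genes were Alb, C3, Apoe, Apob and Fga. Alb (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602) had 131500 ± 6280 CPM (SD, n = 3) against 12480 ± 1250 in cholangiocytes, a log2 fold change of 3.40 ± 0.43 (SE; adjusted p 7.24e-06, edgeR). Apoe (ENSMUSG00000002985) was closest to the threshold, with a log2 fold change of 1.09 over Kupffer cells (adjusted p 0.000937, edgeR), which with library totals became 0.25 (adjusted p 0.3, edgeR). Its adjusted p ranged from 1.58e-13 to 0.3 over its alternatives (edgeR and DESeq2). The log2 fold change of Apoe was 0.99, just short of the fold change threshold, without a count filter and also without hepatocyte replicate 2. Fga varied between hepatocyte libraries, with 24320 ± 17700 CPM. In cholangiocytes, they included Clu, Spp1, Anxa5 and Gas6. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) had 9434 ± 852 CPM against 27.8 ± 6.45 in hepatocytes, a log2 fold change of 8.41 ± 0.61 (adjusted p 2.57e-08, edgeR).

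In endothelial cells, the most abundant enriched genes were Ptprb, Stab2, Stab1, Aqp1 and Kdr, with 4959 to 8348 CPM and log2 fold changes of 3.24 to 4.06 over the next type. Ptprb (ENSMUSG00000020154, chromosome 10, 116275523 to 116389535) had 8348 ± 1020 CPM against 541.9 ± 222 in Kupffer cells, a log2 fold change of 3.95 ± 0.36 (adjusted p 3.91e-07, edgeR). In stellate cells they were Dcn, Reln, Col14a1, Ecm1 and Tgfbi. Dcn (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143) had 14810 ± 3180 CPM against 23.99 ± 7.92 in hepatocytes, a log2 fold change of 9.27 ± 0.50 (adjusted p 7.84e-10, edgeR). In Kupffer cells they were Clec4f, Ctsb, Cd5l, Csf1r and Slc40a1. Clec4f (ENSMUSG00000014542, chromosome 6, 83644542 to 83656187) had 8831 ± 681 CPM against 458.8 ± 186 in stellate cells, a log2 fold change of 4.27 ± 0.38 (adjusted p 2.74e-07, edgeR). Stab2, Stab1, Kdr, Reln, Ecm1, Clec4f, Cd5l, Csf1r and Alb are also members of the marker panels. Levels in the next type do not separate expression there from transcripts of other cells. The 8 Kupffer markers, Clec4f among them, all stood at 5.20% to 5.54% of their Kupffer level in stellate cells. Endothelial markers stood at 6.00% to 10.6% of their endothelial level in Kupffer cells. Fold changes over the next type may be limited by such levels.

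The distribution of nuclear receptors, transcription factors that are mostly regulated by small ligands, was asked next with a list of 49 genes, all present in the table. At 1 CPM or more in all 3 libraries, 34 were detected in hepatocytes, 34 in cholangiocytes, 36 in endothelial cells, 35 in stellate cells and 32 in Kupffer cells, and 29 in all 5 types. A threshold of 5 CPM changed these counts most, to 27 in endothelial cells. Detection does not separate expression from transcripts of other cells: 7 of the 32 receptors detected in Kupffer cells (among them Rarb, Ppara, Nr1h4, Nr2f2, Esrrb and Nr5a2) and 4 of the 35 in stellate cells (among them Nr1i2, Nr1i3 and Nr5a2) were at or under the level that the other types' marker panels would bring in. That comparison was chosen after the values were seen. Of the 44 receptors tested, 42 differed among the 5 types, and 42 also when adjusted over the list alone. The exceptions were Nr1d1 (adjusted p 0.128, edgeR) and Nr1d2 (adjusted p 0.28, edgeR), both of which varied between replicates: Nr1d1 had 35.9 ± 23 CPM in hepatocytes and 32.3 ± 26 in Kupffer cells (SD, n = 3). The adjusted p of Nr1d1 was 0.027 without hepatocyte replicate 3 and 0.0373 without endothelial replicate 2 (edgeR). With a replicate block it was 0.052, and 0.048 when adjusted over the list alone (edgeR). It ranged from 0.027 to 0.369 over its alternatives, replicate block included, and that of Nr1d2 from 0.0784 to 0.575 (edgeR and DESeq2). Whether Nr1d1 is an exception thus depends on the model and on single libraries.

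Hepatocytes had 9 enriched receptors, among them Hnf4a, Nr2f6, Ppara, Nr1i3, Nr1i2, Nr0b2 and Nr6a1. Hnf4a (ENSMUSG00000017950, chromosome 2, 163506808 to 163572910) had 1198 ± 263 CPM against 98.9 ± 30.3 in cholangiocytes, a log2 fold change of 3.60 ± 0.58 (adjusted p 7.27e-05, edgeR). With library totals, Nr2f6 and Nr0b2 no longer passed the adjusted p threshold over cholangiocytes, with log2 fold changes of 0.06 and 1.01. Nr6a1 no longer passed it over endothelial cells, with 0.27, and Nr1i2 fell short of the fold change threshold over cholangiocytes, with 0.81. Each was checked only against the type with the smallest difference in the main fit, so other contrasts may have been lost as well. Nr6a1 also fell short of the fold change threshold without a count filter (0.99) and without hepatocyte replicate 1 (0.94). The receptor enriched in cholangiocytes was Hnf4g (ENSMUSG00000017688, chromosome 3, 3508030 to 3658052), with 11.5 ± 0.555 CPM against 0.124 ± 0.0348 in hepatocytes and a log2 fold change of 6.51 ± 0.38 (adjusted p 1.04e-07, edgeR). That of endothelial cells was Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628), with 33.7 ± 14.9 CPM against 2.28 ± 0.600 in Kupffer cells and a log2 fold change of 3.87 ± 0.50 (adjusted p 1.23e-05, edgeR).

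Stellate cells had 2 enriched receptors. Nr1h5 (ENSMUSG00000048938, chromosome 3, 102939658 to 102964133) had 153.8 ± 64.7 CPM and at most 13 counts in any of the other libraries, with a log2 fold change of 9.61 ± 0.57 over hepatocytes (adjusted p 1.97e-09, edgeR); its CPM was 194 in replicate 2, 188 in replicate 3 and 79.2 in replicate 4. Esr2 (ENSMUSG00000021055) had only 0.470 ± 0.255 CPM and at most 1 count in any library of another type (adjusted p 0.00484 against endothelial cells, edgeR), so it was under the detection threshold. Nr1h4 (ENSMUSG00000047638, chromosome 10, 89454234 to 89533585) had its highest level in stellate cells too, 350 ± 51 CPM against 189 ± 38 in hepatocytes, but the log2 fold change of hepatocytes over stellate cells was -0.89 ± 0.37 (adjusted p 0.0429, edgeR), short of the fold change threshold. With library totals it was -1.69 (adjusted p 0.000695, edgeR), past the threshold, and Nr1h4 was then enriched in stellate cells. Without a count filter its adjusted p was 0.0827, and it was 0.152 without hepatocyte replicate 1 and 0.14 without stellate replicate 2 (edgeR), with a range of 0.000695 to 0.152 over its alternatives, so this difference depends on the scaling and on single libraries. Kupffer cells had Nr1h3 (ENSMUSG00000002108, chromosome 2, 91184061 to 91202834), with 598.1 ± 67.5 CPM against 172.8 ± 18.1 in hepatocytes and a log2 fold change of 1.79 ± 0.26 (adjusted p 2.53e-05, edgeR), and Vdr (ENSMUSG00000022479), with 1.03 ± 0.127 CPM. The log2 fold change of Vdr over cholangiocytes was 2.46 ± 0.75 (adjusted p 0.0124, edgeR), without cholangiocyte replicate 3 it was 2.09 with an adjusted p of 0.0514, and without cholangiocyte replicate 1 it was 3.98. Over its 20 alternatives the adjusted p of Vdr ranged from 0.000519 to 0.0514 (edgeR and DESeq2). With 0.91 CPM in Kupffer replicate 4, Vdr too was under the detection threshold.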

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

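The test of replicate numbers in this part was chosen after the correlations were seen. With DESeq2 size factors or the DESeq2 test, every count of genes stayed within 1.5 times its value and every named gene kept its direction and its side of the adjusted p threshold. Apoe, Nr2f6, Nr0b2 and Nr6a1 lost the adjusted p threshold with library totals, as did Vdr without cholangiocyte replicate 3. Some named genes stayed past it but fell short of a log2 fold change of 1 and so were not enriched: Nr1i2 with library totals (0.81), Apoe without a filter (0.99) and without hepatocyte replicate 2 (0.99), and Nr6a1 without a filter (0.99) and without hepatocyte replicate 1 (0.94). Of the named genes, 0 reversed.

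Plain library totals lowered the hepatocyte-enriched genes to 1146 and the enriched receptors of hepatocytes to 5. They raised the enriched receptors of cholangiocytes to 2 (with Rora) and of endothelial cells to 2 (with Rarg). Those of stellate cells rose to 4 (with Nr1h4 and Esr1) and those of Kupffer cells to 3 (with Pparg). The share of genes higher in hepatocytes fell from 41.6% to 15.3% against cholangiocytes, from 46.5% to 25.2% against endothelial cells, from 40.3% to 23.2% against stellate cells and from 45.8% to 26.6% against Kupffer cells, and the share higher in cholangiocytes against stellate cells rose from 44.6% to 59.6%. The construction of this setting shows the cause: TMM factors of hepatocytes were 0.542 to 0.644 and those of cholangiocytes 1.30 to 1.34, and leaving them out shifts all genes alike.

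Requiring at least 10 counts in every library removes genes silent in 1 type, so fewer genes were called. The counts in hepatocytes were 4799 against cholangiocytes, 6007 against endothelial, 5480 against stellate and 5805 against Kupffer cells. Those in cholangiocytes were 4557 against endothelial, 3137 against stellate and 4549 against Kupffer cells, and the others were 2824 (endothelial against stellate), 3454 (endothelial against Kupffer) and 3625 (stellate against Kupffer). Under this filter the share higher in hepatocytes passed 50% in each of the 4 contrasts: 50.9% against cholangiocytes, 52.0% against endothelial, 51.3% against stellate and 53.2% against Kupffer cells. It left 10909 genes differing among the 5 types, and enriched genes numbered 256 in cholangiocytes, 492 in endothelial, 329 in stellate and 646 in Kupffer cells; enriched receptors numbered 0 in cholangiocytes and 0 in stellate cells. Without a filter, endothelial cells had 2 enriched receptors (with Rarg) and Kupffer cells 3 (with Pparg). The cause was not tested. In the main fit the log2 fold change of Pparg in hepatocytes over Kupffer cells was -0.96, short of the threshold. Pparg was also enriched in Kupffer cells with DESeq2 size factors, library totals, the DESeq2 test, at least 10 counts in every library and the replicate block. With at least 10 counts, Vdr was removed before testing, as it had 0 CPM in hepatocytes, so its absence there was fixed by the filter. Whether Pparg is called in Kupffer cells thus depends on these choices. A log2 threshold of 2 gave 1267 enriched genes in hepatocytes, 536 in endothelial and 975 in Kupffer cells, and 1 enriched receptor in Kupffer cells, by construction.

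Across the 15 fits that each left out 1 library, the enriched receptors of Kupffer cells ranged from 1 to 3, with 1 without cholangiocyte replicate 3, and those of endothelial cells from 1 to 2, with 2 without endothelial replicate 3. Those of hepatocytes ranged from 8 to 10, with 8 without hepatocyte replicate 1. The log2 fold change of Vdr was 3.98 without cholangiocyte replicate 1. The called genes ranged from 6109 to 7996 for cholangiocytes against stellate cells, and no count for a pair left 1.5 times its value. Among the panel levels, 7 moved by more than 1 SD with the median of the markers. Without cholangiocyte replicate 4, the cholangiocyte panel rose from 3.13% to 5.35% in Kupffer cells and from 1.86% to 3.06% in stellate cells. In Kupffer cells it fell to 2.47% without cholangiocyte replicate 1 and to 2.77% without cholangiocyte replicate 3. Vdr and Esr2 lie near 1 CPM or below, where the depth limits what can be said of them.

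Replicate numbers were checked as a possible pairing. Of 22 same-number pairs of libraries of different types, 15 had deviations from the type means that correlated above 0.1 across genes (range -0.28 to 0.388), so the numbers were not taken to pair the samples. The negative values came from stellate replicate 3: without it, 15 of 18 pairs exceeded 0.1 and the lowest was 0.0292. Their mean correlation, 0.139, was nevertheless higher than under most permutations of the numbers within types (exact permutation p 0.00643, one-sided, 7776 permutations), which is consistent with a shared animal or preparation behind some of the numbers. With a replicate block, calls numbered 9231, 10185, 10126 and 10144 for hepatocytes against cholangiocytes, endothelial, stellate and Kupffer cells, 8984, 6565 and 9079 for cholangiocytes against endothelial, stellate and Kupffer cells, 5867 and 6270 for endothelial against stellate and Kupffer cells, and 6578 for stellate against Kupffer cells. The block gave enriched genes of 2112, 1141, 849, 997 and 1339 in the 5 types in the order of the report, 17413 genes differing among them, 42 receptors differing over all genes and 43 adjusted over the list alone, where Nr1d1 had an adjusted p of 0.048 (0.052 over all genes, edgeR), with 10 enriched receptors in hepatocytes and 3 in Kupffer cells. The receptors added by the block were Rxrg in hepatocytes and Pparg in Kupffer cells. No count moved by over 1.5 times under the block.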

Other observations

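Tests on replicate numbers, albumin, immediate early genes, Rn7sk and clock genes, and all controls of the carry-over test with the ratio of Hp to Alb and the limit of 20 counts, were chosen after the results they measure had been seen; the tests of transcripts from other cell types and of regrouped libraries were set beforehand.

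When the 6 libraries of a pair were split in other ways, 1 of the 10 splits, the real one, gave as many called genes in each of the 10 pairs, and the other 9 gave 0. At an unadjusted p-value under 0.05 those other splits gave at most 945 genes, in cholangiocytes against stellate cells, where the real split gave 9796. With 10 splits the share cannot fall under 0.1, so the number of splits is too small to decide. These fits used the 6 libraries of each pair alone. Of 50 regroupings of all 15 libraries, the real one included, 1 of 50 gave as many genes differing among types, as many differing receptors, and as many enriched genes and enriched receptors for each type. The highest other values were 2352 differing genes, 10 differing receptors and 420 enriched genes.

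Transcripts of one cell type in the libraries of another may come from whole cells or their RNA, which would bring all abundant transcripts in proportion. Among the 100 most abundant transcripts of the donor type, chosen without regard to the recipient, 100% of the hepatocyte ones reached at least 0.5 times the panel's median level in cholangiocytes and 98% in stellate cells. For endothelial transcripts it was 100% in Kupffer cells and 99% in cholangiocytes, and for Kupffer transcripts 100% in stellate cells and 96% in cholangiocytes. This test could only have excluded transfer by low values. The shares were not equal: the hepatocyte transcripts in cholangiocytes ran from 2.61% to 21.3% of their hepatocyte level between the 10th and 90th percentile, so expression by the recipient or transfer out of proportion stays open for single genes. Albumin stood at 8.68%, 9.27% and 10.5% of its hepatocyte level in the 3 cholangiocyte libraries, at least 2.14 times the median of the other 7 hepatocyte markers in the same library. Those 7 differed among themselves as well, from 0.835% to 6.77% in replicate 1. For albumin, transfer in proportion and another source cannot be told apart, since it is 1 gene and the other markers do not share 1 level.

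Whether hepatocyte RNA came from the same preparation could not be settled. Over 1428 hepatocyte-enriched genes with at least 20 counts in every library, differences between 2 replicate numbers in hepatocytes correlated across genes with the same difference in cholangiocytes (r = 0.27), Kupffer cells (0.345) and endothelial cells (0.551). The 2 differences per type that share no number with the hepatocyte difference reached sizes of 0.305, 0.198 and 0.234 in the same order, so the matched value was higher in Kupffer and endothelial cells and not in cholangiocytes. Differences that share 1 number reached 0.519, 0.483 and 0.600, which carry-over itself would give as well. For 8958 other genes the matched differences gave 0.149, 0.357 and 0.400, as high as for the hepatocyte genes in Kupffer cells. Counts of Hp per 100 of Alb were 10.7, 4.32 and 27.5 in hepatocyte replicates 1, 2 and 3, against 5.78 and 30.1 in endothelial replicates 2 and 3, 9.87 and 17.9 in Kupffer replicates 1 and 3, 3.82 and 8.65 in cholangiocyte replicates 1 and 3, and 5.06 and 10.2 in stellate replicates 2 and 3. The value of stellate replicate 3 was close to that of hepatocyte replicate 1 and far from that of hepatocyte replicate 3. Carry-over from the same preparation cannot be told apart from a response shared by cell types of 1 animal, because the other genes also moved together and 1 of 3 types did not exceed its controls.

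The stellate library titled replicate 3 deviated from its type mean with the replicate 1 libraries of other types (correlations of 0.155 to 0.377 across genes) and not with those of replicate 3 (-0.28 to 0.0387). The library identifiers follow the replicate numbers in 14 of 15 libraries, and the identifier of this one would give number 1. A mislabelled replicate number is a candidate explanation. The difference between stellate replicates 3 and 2, which leaves out replicate 4, correlated with the replicate 1 minus 3 difference by only 0.004 in hepatocytes, the lowest of 3 types, and by 0.065 on average. If the library were number 1, the apter comparison is with hepatocyte replicate 1 minus 2, which gave 0.209, against 0.173 with hepatocyte replicate 3 minus 2 for the number in the title; over the hepatocyte-enriched genes these were 0.405 and 0.383. Both use hepatocyte replicate 2 and lie close together. With the library as number 1, the mean correlation of libraries that share a number was 0.199, against 0.139. Replicate 4 departs most from the other stellate libraries, and stellate replicate 2 resembled the replicate 1 libraries as well (0.0273 to 0.213), so a wrong number and the departure of replicate 4 cannot be told apart. The group of this library does not depend on it.

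Stellate replicate 4 had 161 CPM of Neat1, against 2489 and 2462 in replicates 2 and 3, and 138 CPM of Nr4a1, against 869 and 737. Its share of counts on long intergenic RNA genes was 1.51%, against 4.26% and 4.94%. No explanation was tested for this.

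The list of immediate early genes, which rise within minutes of stimulation, also held the heat shock genes Hspa1a, Hspa1b, Hspa8 and Dnajb1. Most genes of this mixed list were lower in hepatocytes. Of the 25 genes, 21 were called lower in hepatocytes against cholangiocytes, 21 against endothelial, 24 against stellate and 23 against Kupffer cells, and 0 higher. The median log2 fold change was -4.25 against stellate cells (-4.18 with the 2 genes at the count floor in hepatocytes set to their bound). It was -4.10 against Kupffer cells (-3.31 with those genes at their bound). Against cholangiocytes it was -2.885 (-2.885 at the bound) and against endothelial cells -2.419 (-2.391 at the bound). The medians of all genes were between -0.12 and -0.22. The choice of scaling as the whole cause is argued against by the values: the weakest median log2 ratio of mean levels over 3 scalings and 4 types was -2.28. A response to digestion and sorting that differs between cell types may contribute, but no record of handling within a cell type is given, so it cannot be told apart from the cell type itself. These genes did vary within stellate cells: their median in replicate 4 was a log2 difference of -1.31 from the mean of replicates 2 and 3, a single library whose handling is not known to differ.

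Rn7sk, an RNA without a poly(A) tail, had at least 1347.7 CPM of the library total in every library, as total RNA libraries would give and selection for poly(A) tails would not readily give. It was chosen out of a list of 8 such RNAs after its values were seen, as was the limit of 100 CPM it had to pass. Of the others, Rpph1 averaged 139 to 898 CPM per cell type, Terc at most 9.44, Rny3 at most 1.42, and Rny1, Rn7s1 and Rn7s2 less than that; Rmrp is not in the table. The low values were not explained by any test. The Rn7sk level is consistent with the protocol rather than with the molecule field of the labels, on 1 abundant RNA.

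Among clock genes, the median of 6 genes that peak by day fell relative to 5 that peak by night from replicate 1 or 2 to replicate 3 in 4 of 5 cell types, stellate cells being the exception. The division into day and night genes was made after the lists were fixed. The log2 differences were -1.03 in hepatocytes, -1.09 in cholangiocytes, -1.46 in endothelial and -2.69 in Kupffer cells, and 0.66 in stellate cells, where the number of replicate 3 is in doubt. A difference in collection time between replicates is a candidate explanation for the 4 of 5. It cannot be told apart from other differences between replicates, since no collection time per replicate is given and the types may share animals and so are not independent.

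Markers of other cells differed in level. In Kupffer cells, where the median over the list was highest for 5 lists, the median gene had 0.682 CPM for T cells, 2.21 for B cells, 0.451 for natural killer cells, 11.7 for neutrophils and 12.0 for monocytes. The erythroid median was higher, 80.2 CPM in stellate cells, 73.6 in cholangiocytes, 28.8 in Kupffer and 21.1 in endothelial cells. The mesothelial median was at most 1.78, in stellate cells. Csf3r alone of the neutrophil list reached 131 CPM in Kupffer cells, and Fn1 of the monocyte list had 6442 CPM in hepatocytes. Of the other neutrophil genes, S100a9 had 41.1 CPM and S100a8 18.2 in Kupffer cells, so admixed neutrophils were not ruled out. The globin gene Hbb-bs, for which the sharing of reads with its near-identical copy is not stated, was highest in replicate 4 in each of the 4 types other than hepatocytes, reaching 1394 CPM in stellate cells. Krt18 of the mesothelial list had 1052 CPM in cholangiocytes and Alas2 of the erythroid list 203 CPM in hepatocytes. Of the sex-linked genes, Xist had at most 1.27 CPM in any library and Ddx3y at least 45.8. No explanation was tested for these values.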
